A study of Mus musculus with 7 samples. Its data were reported in "Id Proteins Suppress E2A-Driven Invariant Natural Killer T Cell Development prior to TCR Selection" (2018).

How the data were processed

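Upstream processing is described from the submitters' processing notes and was not repeated. Poly(A) RNA was enriched with oligo(dT) and made into cDNA with random hexamers. Per those notes, reads were trimmed with Trimmomatic 0.32, aligned to mm10 with TopHat2 2.0.9 and quantified with Cufflinks 2.2.0, and genes of low quality were removed in R by a rule that is not stated. The deposited table gives expression as log2 FPKM per the file headers. The values were 0 or positive, and they are taken to be log2(FPKM + 1). The authors also give 2 columns of group means and 3 columns of differences, which equal the arithmetic of the library columns and were not used here. Of the 7 labelled samples, 6 had a column. The replicate 1 of pTαKO was not analysed here.

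The file held 13097 entries with 12092 distinct symbols. Where a symbol occurred more than once (1540 entries), the entry with the highest mean FPKM was kept, and hyphens lost from 473 symbols were restored from a table of gene names. A value of 0 in at least 1 library occurred in 844 entries, between 183 in L-DKO replicate 1 and 265 in pTαKO replicate 2. The 20 most abundant entries held between 30.0% of all FPKM in WT and 72.6% in LP replicate 2. Genes with a mean FPKM of at least 0.5 were tested, 12063 in all. Libraries were not rescaled. Sequencing depth was not stated. From short RNA entries, 1 fragment was worth between 41.45 FPKM (LP replicate 1) and 53.06 FPKM (pTαKO replicate 2), and L-DKO replicate 2 gave no estimate.

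A model with 1 mean per group was fitted to the 6 libraries with limma 3.58.1 (lmFit, and eBayes with a trend in R 4.3.3). It has 2 residual degrees of freedom, and the prior added 2.88. WT and pTαKO had 1 library each and were assumed to vary like L-DKO and LP. The p values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Comparisons were LP with L-DKO, LP with WT, L-DKO with WT, LP with pTαKO, and the interaction, (LP minus pTαKO) minus (L-DKO minus WT). pTαKO with WT, 1 library against 1, was described by fold changes and by the rank of list medians among random lists, with no test of genes. Replicate numbers do not pair the samples (correlation of deviations 0.035). Non-overlap means that all libraries of 1 group lie beyond all libraries of the other, with a fold of at least 2 where stated.

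The tests were tried on simulated data in which some genes were given differences. The share called for LP and WT was 0, 40.3% and 60.6% at log2 sizes of 1, 2 and 3, for L-DKO and WT 1.5%, 35.8% and 75.8%, for LP and pTαKO 3%, 43.3% and 74.2%, and for the interaction 0, 20.9% and 33.3%. Among the unchanged genes of these simulations, between 3 and 8 were called per comparison. With no gene changed, in simulations added after the data were seen, genes were called in 14 (LP and L-DKO), 12 (LP and WT), 8 (L-DKO and WT), 9 (LP and pTαKO) and 9 (interaction) of 20 simulations, with highest counts of 5, 4, 3, 3 and 5, so in such data the test of single genes called more by chance than its threshold states. A list of 20 genes shifted by 0.5 was recovered (adjusted p = 4.46e-07) and 0 other lists were called. The simulated genes varied independently of each other, so this does not test lists whose genes vary together.

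The 29 gene lists were fixed before the data were examined. The text of the study was known by then, and it names some members, such as Zbtb16, Gzma and Il2rb, from this same round of RNA-Seq. The 25 lists with at least 5 measured members were tested with camera, using a preset correlation between genes of 0.01, and p values were adjusted over the lists. The test was repeated with the correlation estimated from the data and with fry, a rotation test. With the estimated correlation no list passed after adjustment in any comparison. Adjusted over the list alone means Benjamini-Hochberg over the members of a list. For pTαKO and WT, list medians were ranked among 10000 random lists drawn from 20 bins of mean expression. Lists with too few members were Id and E proteins, transcription factors with motifs in the study, sex-linked genes and mitochondrially encoded genes. Of the sex-linked genes, Ddx3y was listed at 4.36 in WT, 0.68 in pTαKO, 5.14 and 4.81 in L-DKO, and 4.21 and 0.63 in LP. The list tests for LP with pTαKO and for the interaction were added after the data were seen.

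Genes were named in the text by a rule fixed before the data were examined. It takes a list of genes that the study names, in each comparison up to 10 genes in each direction with the largest differences past the threshold and without overlap (where fewer than 5 passed, the largest without overlap, said not to pass), leaving out unnamed gene models and receptor segments, and up to 4 leading members of each list with any member needed to show what the list did. Called genes outside the rule are named beside small counts, and were chosen after their values were seen. Coordinates are from a RefSeq table for GRCm38.p6. For Zbtb16, genes with Pearson and Spearman coefficients of at least 0.7 or at most -0.7 over 6 libraries were counted and compared with all 720 orders of the Zbtb16 values.

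Alternatives chosen before the data were examined were pseudocounts of 0.1 and 5, a mean FPKM of at least 2, no filter, upper quartile scaling, quantile normalization, no trend, a trend with robust settings, entries of 1 symbol summed, each library left out, the 4 L-DKO and LP libraries alone, and a replicate block. Leaving out entries at 0, and the alternatives of the list tests and of the 2-fold counts, were chosen after the data were seen. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.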

Results

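RNA-Seq was performed on double-positive (DP) thymocytes, the CD4+ CD8+ stage at which developing T cells rearrange the T cell receptor (TCR) alpha chain. Cells outside the TCRγδ+ gate were sorted from the thymus of mice aged 4 to 5 weeks, and each library came from 1 mouse. The methods of the study give the same sort as the labels and an age at the upper end of that range, while its results describe the cells as also negative for the CD1d tetramer, a gate that the labels do not give. The labels name 4 genotypes. WT had 1 library. L-DKO mice, which lack the E protein inhibitors Id2 and Id3 after deletion by LckCre, had 2 libraries, and mice that also lack pTα (L-DKO pTαKO, called LP) had 2 libraries. Mice lacking pTα, the invariant partner of the TCR beta chain in the pre-TCR, had 2 samples, of which replicate 1, removed by the submitters for low sequencing quality, was not analysed here. The question posed by the design was which genes change in DP cells when Id proteins and the pre-TCR are absent separately or together. Expression is given as log2(FPKM + 1), where FPKM is the fragments of a gene scaled to its length and to the mapped reads of the library, and differences are given on that scale with the standard error (SE) of the model. WT and pTαKO had no replicates, so their spread was assumed to equal that of the other groups. The number of reads per library was not stated in the file. Median expression lay between 3.75 in L-DKO replicate 1 and 3.84 in the library labelled pTαKO, and correlations between libraries (Pearson, across genes, which are not independent replicates) ran from 0.852 to 0.914, with 0.909 for the L-DKO pair and 0.89 for the LP pair. The highest value was that of WT with L-DKO replicate 1, so replicates were no closer than some libraries of different genotypes.

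The targeted genes were examined first. Id3 was listed at 6.22 in WT and 5.25 in the library labelled pTαKO, against 1.91 and 3.32 in L-DKO and 1.96 and 3.18 in LP. Id2 was listed at 3.56 in WT, 1.87 in pTαKO, 1.00 and 0.24 in L-DKO, and 1.92 and 0.995 in LP. L-DKO minus WT was -3.61 ± 0.79 for Id3 and -2.94 ± 0.66 for Id2, and neither passed the test (adjusted p = 0.928 and 0.956). Ptcra, which encodes pTα, was not lower than in WT in the libraries that carry the pTα label. It was listed at 5.06 in WT, 5.75 in the library labelled pTαKO, 6.35 and 6.62 in L-DKO, and 5.35 and 5.87 in LP. LP minus L-DKO was -0.88 ± 0.23 for Ptcra, without passing (adjusted p = 0.347 in limma). Which part of Ptcra was deleted is not given in the sources used, so a value for the whole gene does not check the deletion, and pTαKO and LP are used here as the names on the labels. Among the E proteins, Tcf3, which encodes E2A, was listed at 7.17 in WT, 6.87 and 6.73 in L-DKO, and 7.16 and 7.24 in LP, and Tcf4 at 4.28 in WT, 4.89 and 5.44 in L-DKO, and 4.53 and 4.50 in LP. In GRCm38.p6, Id2 lies on chromosome 12 (25093799 to 25096092), Id3 on chromosome 4 (136143822 to 136145392), Ptcra on chromosome 17 (46755663 to 46763712), Zbtb16 on chromosome 9 (48651797 to 48836225), Gzma on chromosome 13 (113093824 to 113100981) and Il2rb on chromosome 15 (78479256 to 78511621).

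LP was compared with L-DKO to ask what the loss of pTα adds when Id2 and Id3 are absent. Genes of innate-like effector and NK cells were higher in LP. Zbtb16, which encodes PLZF, the transcription factor of innate-like T cells, was listed at 1.74 and 2.44 in LP and at 0.69 and 0.29 in L-DKO (SE of the difference 0.49). Gzma, a serine protease of cytotoxic granules, was listed at 7.52 and 7.19 against 5.72 and 5.75 (1.62 ± 0.17 higher), and Il2rb, a receptor chain for IL-2 and IL-15, at 2.23 and 1.66 against 0.39 and 0.05 (1.73 ± 0.46 higher). The list as fixed held 37 genes, of which 13 were measured. Every entry in the file reached at least 1.016 FPKM in some library, so members of this and other lists that were low throughout may be missing. Of the 13 measured members of this list, 12 had a higher mean in LP, and 11 had both LP libraries above both L-DKO libraries, where chance gives 33.3% of genes without overlap in either direction. The chemokine gene Ccl5 differed by 2.03 ± 0.45 and Ly6c2 by 1.87 ± 0.33, whereas Cd44, an activation and memory marker, lay 0.70 lower. The list rose by a median of 1.17 (adjusted p = 7.28e-07), with adjusted p = 0.247 and an unadjusted p = 0.0303 with an estimated correlation. Zbtb16, Gzma and Il2rb are members, and the study names them as enriched in LP from this same round of RNA-Seq. The test of this list is therefore not independent of that report. Adjusted over the list alone, 5 members were higher and 0 lower. Over all genes tested no member passed. Myeloid and dendritic cell markers were also higher in LP by a median of 0.74, and the list shares Ccl5, Fcer1g, Tyrobp, Ly6c2 and Cd44 with genes that myeloid cells express.

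**Figure D1:**
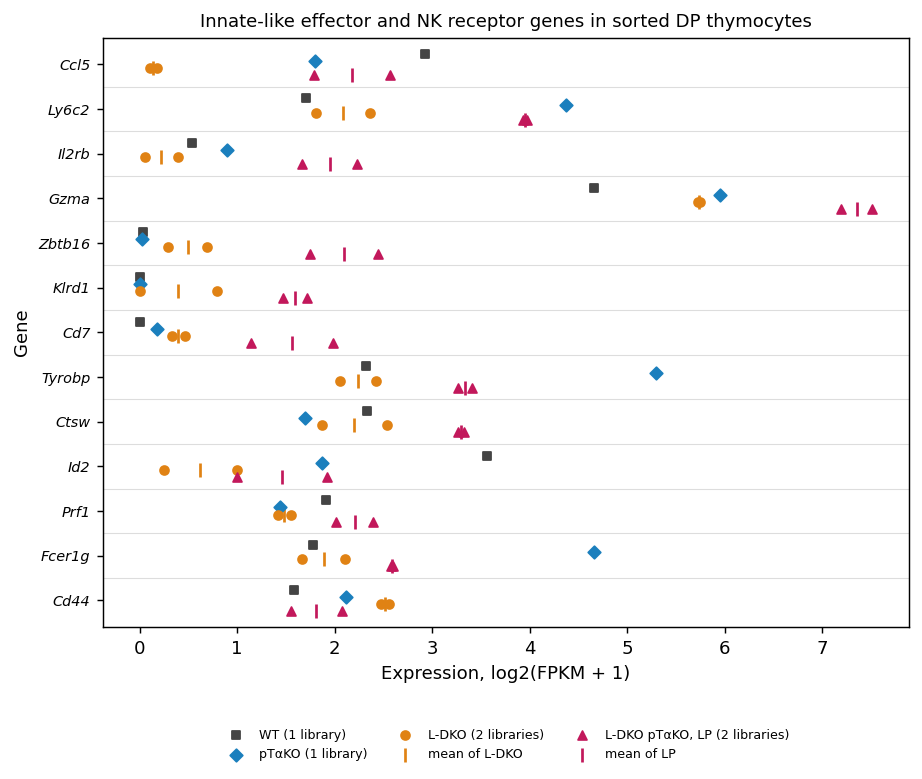
Expression of the 13 measured innate-like effector and NK receptor genes, on the x axis as log2(FPKM + 1), with 1 symbol per library and a vertical bar at the mean of each group with 2 libraries. Genes are ordered by the difference of LP and L-DKO, and Gzma has LP libraries at 7.52 and 7.19 above L-DKO libraries at 5.72 and 5.75.

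TCR alpha and beta segments were lower in LP than in L-DKO. Of 19 beta V segments, 17 were lower in both LP libraries than in both L-DKO libraries, and the list fell by a median of 1.56 (adjusted p = 1.22e-18). Trbv1 was listed at 5.94 and 5.93 in LP against 7.83 and 7.92 in L-DKO, and Trbv30 at 0.99 and 0.49 against 4.91 and 3.97. Trbv24 and Trbv22 had a higher mean in LP, by 1.13 and 0.61. Alpha V segments fell by a median of 1.12 over 101 segments (adjusted p = 5.01e-11), with 79 below 0 and 49 separated downwards, and alpha J segments fell by 1.08 over 7 segments (adjusted p = 4.19e-05), all 7 of them lower in both LP libraries. Trav6-4 lay 3.90 ± 0.72 and Trav4-3 3.36 ± 0.41 below L-DKO. The calls of the 3 lists were lost after adjustment with an estimated correlation (adjusted p = 0.247 for each), with unadjusted p = 0.0099, 0.0483 and 0.0451 in the same order. Adjusted over the list alone, 15 beta segments were lower, and 11 alpha V segments were lower and 2 higher. Over all genes tested none passed. Of the constant regions, LP minus L-DKO was -0.06 for Trbc1, -0.39 for Trbc2 and -0.92 for Trac, which was listed at 8.34 and 8.10 in LP and 9.01 and 9.28 in L-DKO.

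**Figure D2:**
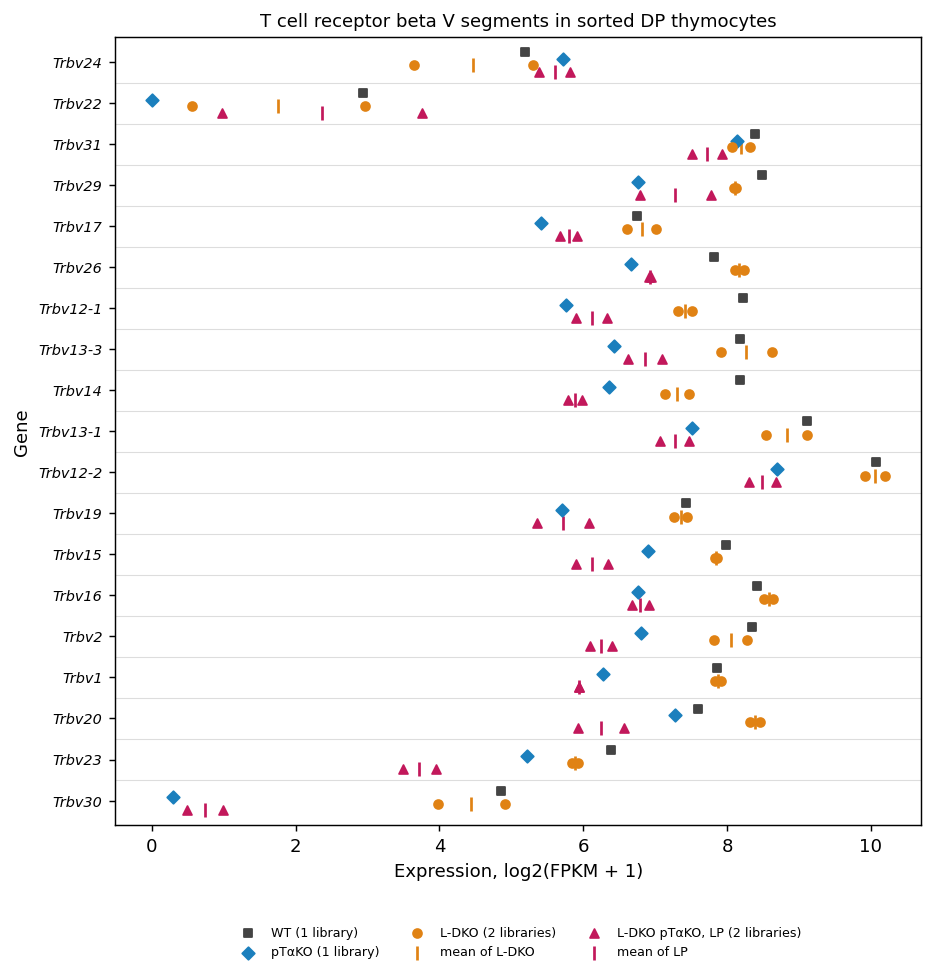
Expression of 19 TCR beta V segments, on the x axis as log2(FPKM + 1), with 1 symbol per library and a vertical bar at the mean of each group with 2 libraries. In 17 segments both LP libraries lie below both L-DKO libraries, as in Trbv1 (5.94 and 5.93 against 7.83 and 7.92).

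Genes of the double-negative (DN) and pre-TCR stages were higher in LP, with targets and receptors of the Notch pathway among them. Notch1 was listed at 2.92 and 3.21 in LP and at 0.85 and 0.53 in L-DKO (2.38 ± 0.38 higher). Hes1, a transcriptional target of Notch, differed by 2.61 ± 0.49, and Dtx1, another target, by 1.84 ± 0.19. Mef2c, a transcription factor of early progenitors, was listed at 3.12 and 2.02 in LP against 0.13 and 0.05. Of 18 measured members 14 had a higher mean in LP, and the list rose by a median of 0.75 (adjusted p = 8.31e-04, and adjusted p = 0.451 with an estimated correlation). Ptcra, Cd44, Nrarp and Runx3 had a lower mean. Mef2c, Spib, Spi1 and Lmo2 are also expressed by B or myeloid cells, whose markers were higher in the same comparison by medians of 0.71 and 0.74. The library labelled pTαKO had the highest medians of both marker lists (5.44 and 4.29). Mef2c was listed at only 0.30 there, whereas Spib was at 3.70, against 3.14 and 3.82 in LP. Genes of gamma-delta T cells rose by a median of 1.09 over 19 members (adjusted p = 8.07e-04, and adjusted p = 0.451 with an estimated correlation), among them Sox13, a transcription factor of that lineage, at 2.12 and 2.13 against 0.53 and 0.47. Adjusted over the list alone, 4 DN stage genes and 5 gamma-delta genes were higher and none lower, and over all genes tested none passed. Without L-DKO replicate 2, the DN stage median of LP versus L-DKO was 0.48, and without LP replicate 2 the gamma-delta median was 0.40. The delta and gamma segments alone, 7 in number, had a median of 1.09 and missed the threshold (adjusted p = 0.072).

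**Figure D3:**
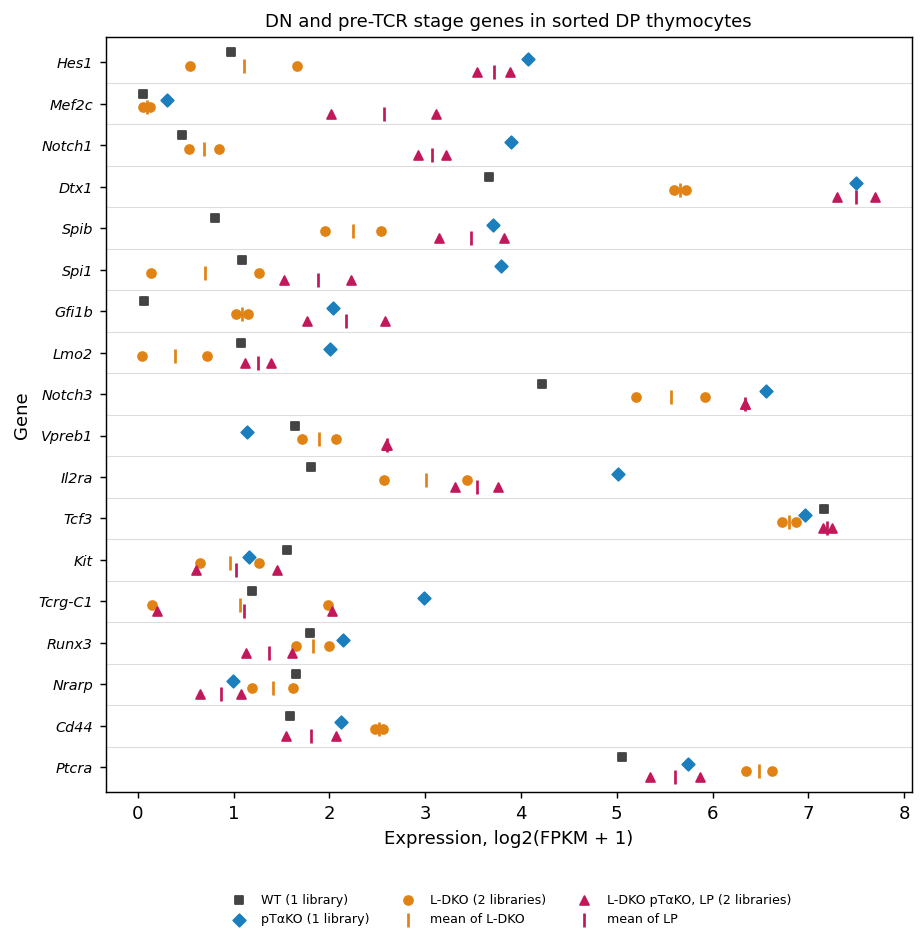
Expression of the 18 measured DN and pre-TCR stage genes, on the x axis as log2(FPKM + 1), with 1 symbol per library and a vertical bar at the mean of each group with 2 libraries. Notch1 and Hes1 have LP libraries at 2.92 and 3.21 and at 3.88 and 3.55, above L-DKO libraries at 0.85 and 0.53 and at 1.66 and 0.55.

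Cell cycle genes fell as a list in LP by a median of 0.60, with 44 of 48 members below 0 and 34 lower in both LP libraries (adjusted p = 7.87e-12, and adjusted p = 0.451 with an estimated correlation). Ccne1, the cyclin of the G1/S transition, differed by -1.02 ± 0.28, Aurkb, a mitotic kinase, by -0.87 ± 0.24, and Mki67, a proliferation marker, by -0.77 ± 0.33. Ribosomal protein genes rose by 0.21 (70 of 77 above 0, adjusted p = 1.29e-06, and adjusted p = 0.598 with an estimated correlation). Interferon-stimulated genes rose by 0.22 (adjusted p = 0.00655, and adjusted p = 0.579 with an estimated correlation), with Isg15 at 6.05 and 5.69 against 4.57 and 4.36. Stress and immediate early genes fell by 0.21 (adjusted p = 0.0105, and adjusted p = 0.327 with an estimated correlation), with the chaperone gene Hspa8 at 9.08 and 8.62 against 9.85 and 9.73. With adjustment over the list alone, 2 interferon-stimulated genes were higher, and no cell cycle, ribosomal protein or stress gene was called. In LP versus L-DKO without L-DKO replicate 2, the cell cycle median was -0.31. The interferon call was lost without L-DKO replicate 1 (median 0.01, adjusted p = 0.283) or LP replicate 1 (0.08, adjusted p = 0.258), and the stress call without L-DKO replicate 1 (-0.36, adjusted p = 0.123). The interferon median was 0.42 without L-DKO replicate 2 and 0.49 without LP replicate 2, and the stress median -0.37 without L-DKO replicate 2 and -0.04 without LP replicate 1.

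Markers of cells other than thymocytes were also compared. Myeloid and dendritic cell markers were higher in LP than in L-DKO, with 16 of 17 above 0 and a median of 0.74 (adjusted p = 8.73e-05, and adjusted p = 0.247 with an estimated correlation). Lyz2, the lysozyme of macrophages, was listed at 4.78 and 5.26 in LP, 3.19 and 3.72 in L-DKO, and 5.09 in the library labelled pTαKO. B cell markers had a median of 0.71 over 9 members (adjusted p = 4.99e-04, and adjusted p = 0.247 with an estimated correlation). The 3 members called within the list were Jchain, of antibody-secreting cells (4.72 and 4.94 against 2.46 and 1.00), and H2-Aa and Cd74, of MHC class II presentation, which dendritic cells also express, whereas Ighd lay 0.06 lower. Within the list alone, 3 B cell markers and 0 myeloid markers were higher. The B cell median was 1.19 without L-DKO replicate 1 and 1.09 without L-DKO replicate 2 in LP versus L-DKO. Markers of thymic epithelium and stroma (median 0.19, adjusted p = 0.928) and of erythroid cells and platelets (median 0.10, adjusted p = 0.973) did not pass.

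The remaining lists did not pass the test between LP and L-DKO. The DP thymocyte genes had a median of -0.06 over 38 members (adjusted p = 0.11), with Cd4 at 9.23 and 9.08 in LP and 9.38 and 9.55 in L-DKO. Genes of iNKT development had a median of 0.03 over 31 members (adjusted p = 0.75), with members going both ways. Vdr, the vitamin D receptor, was listed at 3.49 and 3.79 in LP against 0.70 and 1.51, and Izumo1r, the folate receptor FR4, at 4.97 and 5.51 against 3.23 and 2.59. Egr1, an early target of TCR signals, was listed at 4.79 and 4.27 against 5.60 and 5.22. The list of TCR-signalled and post-selection genes had a median of 0.14 over 40 members (adjusted p = 0.57), and adjusted over the list alone 7 were higher and 5 lower. Ly6c1 was listed at 5.26 and 5.76 in LP against 1.09 and 1.09, and Klf2, a regulator of thymic egress, at 3.56 and 3.37 against 1.79 and 1.95. Cd5, a surface molecule whose level follows TCR signal strength, was listed at 7.37 and 7.45 in L-DKO, 7.05 in WT and 5.16 in the library labelled pTαKO, with LP 1.58 ± 0.17 below L-DKO. Medians were 0.18 for cytokine and inflammatory response genes (adjusted p = 0.955), 0.18 for follicular helper-like genes (adjusted p = 0.517), 0.03 for survival genes (adjusted p = 0.832), 0.05 for glycolysis genes (adjusted p = 0.928) and 0.01 for histone genes (adjusted p = 0.973). For glycolysis, histone and erythroid genes the test pointed down while the median lay above 0. The innate-like signature that the study compiled from public array data, in a copy with 129 and 59 genes, fewer in all than the study states, had medians of 0.18 for 84 genes high in iNKT and γδNKT cells (adjusted p = 0.225) and -0.12 for 44 genes low in them (adjusted p = 0.33). Gzma, which was higher in LP, belongs to the genes low in them. Adjusted over the list alone, 1 of the genes low in them was higher in LP and 0 lower.

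Other genes that the study names did not pass between LP and L-DKO. Ifngr1, an interferon gamma receptor chain, differed by -0.66 ± 0.13, Lef1 by 0.52 ± 0.19, Slamf6, a receptor used in iNKT selection, by 0.45 ± 0.14, Egr2 by -0.47 ± 0.35, Tcf7 by -0.19 ± 0.19, Sox4 by -0.17 ± 0.14, Runx1 by -0.36 ± 0.52 and Rag2 by -0.21 ± 0.19. Runx1 and Rag2 turned to 0.35 and 0.02, and Id3 from -0.05 to 0.66, without L-DKO replicate 2. Rag1 and Gata3 had no value in the file. Over the 12063 genes tested with limma, 1 gene was higher and 1 lower after Benjamini-Hochberg adjustment, and 1338 had an unadjusted p under 0.05 (742 higher and 596 lower). The gene model Gm8730 was listed at 8.10 and 7.98 in LP, 3.90 and 4.00 in L-DKO and 8.55 in WT (4.09 ± 0.14 higher, adjusted p = 0.00577 in limma). Gm24586 was listed at 0 in both LP libraries and in the library labelled pTαKO, at 15.59 and 15.62 in L-DKO and at 14.54 in WT. Its adjusted p in limma was 1.13e-05, and 0.00128 with no trend. That call rests on values of 0, which need not mean absence of RNA. At least 2-fold apart without overlap were 610 higher and 351 lower genes, and 44.5% of all genes did not overlap at any size, against 33.3% by chance. In simulated data with the fitted spreads, 11.9% of genes changed by a log2 of 1, 46.3% by 2 and 89.4% by 3 were recovered in this comparison. With no gene given a difference, 14 of 20 simulations still called genes, with a median of 2 and a highest count of 5. The count of 2 called here is thus no more than such data give. Only counts were compared, not the sizes of the p values. The Gm8730 call was lost with no trend (adjusted p = 0.0858) and without L-DKO replicate 1 or 2 (0.129 and 0.115), and over all alternatives its adjusted p ran from 0.00314 to 0.129. Without LP replicate 1, 12 genes passed, without LP replicate 2, 9, and without L-DKO replicate 2, 5.

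The named genes with the largest differences without overlap in LP versus L-DKO did not pass the threshold. The 10 higher ones were Fer1l5, Smarcad1, Sugct, Ly6c1, Nsl1, Rgl3, Atad3aos, Ubxn8, Fam159b and Tmprss4, from 6.07 ± 1.35 for Fer1l5 to 3.70 ± 0.38 for Tmprss4. Fer1l5 differed between the LP libraries, at 8.99 and 13.175, against 4.93 and 5.09 in L-DKO. In Smarcad1, a chromatin remodeller, the difference came from LP replicate 2 at 13.32, against 4.40 in replicate 1. Ly6c1 (4.42 ± 0.32, adjusted p = 0.0722) and Rgl3, a Ral guanine exchange factor (3.89 ± 0.35), were close between replicates. The 10 lower ones were Efcab5, Tbc1d22b, Cenph, Boll, Hexdc, Foxn3, Metap1d, H2-Q3, Eif2s3y and Phldb3. The differences of Efcab5, Cenph, Boll, Hexdc and Foxn3 came mostly from L-DKO replicate 2, as in Foxn3 (10.96, against 5.57 in replicate 1). That of Phldb3 came mostly from L-DKO replicate 1 (7.59, against 4.02 in replicate 2). Metap1d, a mitochondrial aminopeptidase, was listed at 0.57 and 0.58 in LP against 3.90 and 3.24, and H2-Q3, annotated as a pseudogene, at 0.25 and 0 against 2.81 and 3.22. Eif2s3y lies on the Y chromosome and was listed at 5.93 and 0.94 in the LP libraries. With genes at 0 in any library left out, an alternative chosen after the data were seen, 14 genes passed, among them Ly6c1, the cytokine receptor gene Il10ra (3.16 ± 0.28), Scn4b (3.12 ± 0.19), Trbv1 (-1.94 ± 0.13) and Trbv16 (-1.78 ± 0.15). With a trend and robust settings, an alternative chosen before, 7 passed, among them Ly6c1 (adjusted p = 0.04997), Scn4b and Trbv1 (adjusted p = 0.0411 for both).

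**Figure D4:**
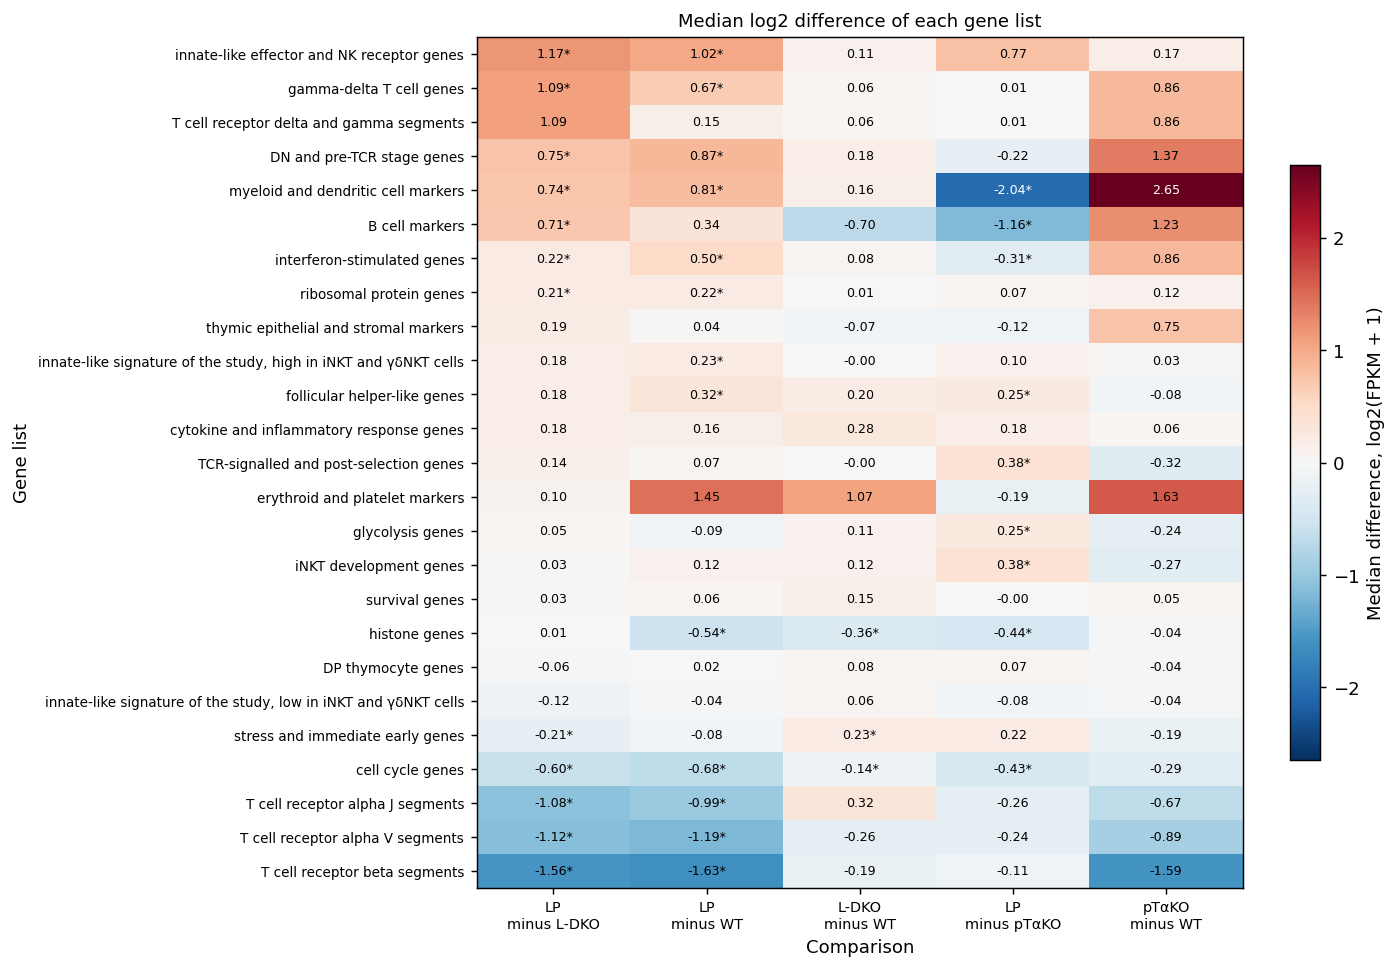
Median difference in log2(FPKM + 1) of each tested gene list, with lists on the y axis and 5 comparisons on the x axis, and an asterisk where the camera test had an adjusted p under 0.05 with the preset correlation (the last comparison was not tested). TCR beta segments have medians of -1.56, -1.63 and -1.59 in the 3 comparisons of a group labelled pTα-deficient with a group that is not.

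LP was next compared with WT, the comparison of loss of Id2, Id3 and pTα together. Dtx1, a Notch target, rose from 3.67 in WT to 7.30 and 7.70 in LP (3.83 ± 0.23, adjusted p = 0.0335 in limma). This call was lost with no trend (adjusted p = 0.165), without L-DKO replicate 1 or 2 (0.401 and 0.388) and without LP replicate 1 or 2 (0.0519 and 0.0772, with differences of 4.03 and 3.635), and over all alternatives its adjusted p ran from 0.0188 to 0.401. Genes of the DN and pre-TCR stages rose by a median of 0.87 (adjusted p = 1.99e-06, and adjusted p = 0.356 with an estimated correlation), with Hes1 2.74 ± 0.60 and Notch1 2.61 ± 0.46 higher. Innate-like effector and NK receptor genes rose by 1.02 (adjusted p = 6.97e-05, and adjusted p = 0.283 with an estimated correlation), with Gzma 2.69 ± 0.20 and Zbtb16 2.06 ± 0.60 higher, and gamma-delta genes by 0.67 (adjusted p = 0.00145, and adjusted p = 0.37 with an estimated correlation). Klrd1, an NK cell receptor subunit, was listed at 0 in WT and at 1.71 and 1.47 in LP. Beta segments fell by 1.63, alpha V segments by 1.19 and alpha J segments by 0.99 (adjusted p = 2.48e-26, 1.31e-16 and 2.59e-04, and adjusted p = 0.175, 0.283 and 0.283 with an estimated correlation). Cell cycle genes fell by 0.68 (46 of 48 below 0, adjusted p = 1.68e-19, and adjusted p = 0.37 with an estimated correlation), with Cdc6, a factor of replication licensing, 1.37 ± 0.34 lower. Histone genes fell by 0.54 (adjusted p = 3.98e-04, and adjusted p = 0.37 with an estimated correlation). Some histone genes differed widely between replicates, as Hist1h3h did, at 0 and 10.13 in LP and 13.24 in WT. How evenly oligo(dT) enrichment captured histone RNA was not tested, which limits the histone results of every comparison.

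Of the other lists in LP versus WT, myeloid markers rose by 0.81 (adjusted p = 2.03e-06, and adjusted p = 0.283 with an estimated correlation), with the complement gene C1qb at 3.19 and 3.90 in LP, 1.14 in WT and 5.78 in the library labelled pTαKO. Interferon-stimulated genes rose by 0.50 and ribosomal protein genes by 0.22 (adjusted p = 7.44e-05 and 1.99e-06, and adjusted p = 0.37 and 0.54 with an estimated correlation). Follicular helper-like genes rose by 0.32 and signature genes high in iNKT and γδNKT cells by 0.23 (adjusted p = 0.0185 and 0.0459, and adjusted p = 0.356 and 0.356 with an estimated correlation), and both calls were lost without LP replicate 1 (adjusted p = 0.0657 and 0.161), the second also without LP replicate 2 (0.0514). The histone median was -0.32 without LP replicate 1, and the interferon median 0.77 without LP replicate 2. After adjustment within single lists, 8 DN stage, 2 innate-like, 3 myeloid, 2 interferon-stimulated and 1 follicular helper-like gene were higher, 3 gamma-delta genes were higher and 1 lower, and 17 beta segments were lower. Over all genes tested, Dtx1 was the listed gene that passed, and its call was lost in the alternatives given above.

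By gene, 3 were higher and 4 lower in LP than in WT, with 734 under an unadjusted p of 0.05. Beside Dtx1 these were Mirlet7i and Slc25a12, listed at 0 in WT, Gm24586, listed at 0 in LP, and Gm4955, Sh3bp2 and Fam120c, which were high in the WT library and low in the other 5. A value of 0 is that of the entry kept for a symbol. It need not mean absence of RNA, as the mitochondrial genes below show, and single genes were not tested for this. Slc25a12 was also listed at 0 in the library labelled pTαKO, and lost its call with a trend and robust settings. Fam120c was listed at 12.79 in WT and between 1.33 and 2.76 elsewhere. With no trend, Gm24586 alone passed, and without L-DKO replicate 1 or 2 it was the only gene of the 7 among the 3 that passed. Without LP replicate 1 the count was 14. At least 2-fold apart were 621 higher and 427 lower genes without overlap, and 67.5% of all genes did not overlap at any size, against 66.7% by chance for 2 libraries against 1. Larger differences that did not pass included Cyp26b1, a retinoic acid hydroxylase (5.11 and 5.01 in LP against 0.23), Arhgef10l (4.98 and 4.85 against 1.13) and Jchain (4.72 and 4.94 against 0.78). The mitochondrially encoded mt-Atp6 was listed at 0 in LP replicate 1 and between 14.29 and 14.66 in the other libraries. The genes mt-Cytb and mt-Nd6 were also at 0 in LP replicate 1. A 0 can thus fall in 1 replicate of a gene that is high in the other, so calls that rest on a 0 are not read as effects of genotype.

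L-DKO was compared with WT to ask what the loss of Id2 and Id3 does with the pre-TCR intact. Fewer gene groups passed. Stress and immediate early genes rose by a median of 0.23 (adjusted p = 0.0491, and adjusted p = 0.753 with an estimated correlation), with Hspa8 at 9.85 and 9.73 in L-DKO against 8.67. Histone genes fell by 0.36 (adjusted p = 0.00106, and adjusted p = 0.753 with an estimated correlation) and cell cycle genes by 0.14 (adjusted p = 0.0491, and adjusted p = 0.831 with an estimated correlation), with Ccne2 1.15 ± 0.32 lower. Innate-like effector genes (median 0.11) and beta segments (median -0.19) did not pass (adjusted p = 0.969 and 0.175), and Gzma was listed at 5.72 and 5.75 against 4.66 in WT. All 3 calls of L-DKO versus WT were lost without L-DKO replicate 1, where the cell cycle median turned to 0.06, the histone median was -0.18 and the stress median 0.20. Without L-DKO replicate 2 the 3 medians were -0.37, -0.59 and 0.38. In adjustment over single lists, no member of these 3 lists was called. The histone gene Hist1h3h was listed at 12.54 and 0 in L-DKO against 13.24 in WT. By gene, 2 were higher and 3 lower (Mirlet7i, Slc25a12, Gm8730, Gm4955 and Fam120c), with 524 under an unadjusted p of 0.05, 384 higher and 450 lower genes at least 2-fold apart, and 64.6% without overlap against 66.7% by chance. The count was 0 without L-DKO replicate 2 and with no trend, 2 without L-DKO replicate 1, with 0 of the 5 genes among them, and 13 without either LP library. Sugct was listed at 9.32 in WT and at 0.97 and 0.16 in L-DKO (-8.76 ± 1.19), and Sertad4 at 3.06 against 6.74 and 5.59, without passing.

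The library labelled pTαKO was set beside WT as 1 library against 1, with no test of genes. The marker genes of myeloid and dendritic cells were 2.65 higher in median, with 16 of 17 at least 2-fold higher. C1qc was listed at 6.36 against 1.75 and S100a8, a neutrophil calprotectin gene, at 4.34 against 1.78. DN and pre-TCR stage genes were 1.37 higher, with Notch1 at 3.89 against 0.46, Dtx1 3.83 higher and Il2ra (CD25) at 5.01 against 1.81. Gamma-delta genes, interferon-stimulated genes, B cell markers and erythroid markers were 0.86, 0.86, 1.23 and 1.63 higher. Beta segments were 1.59 lower in this library (median -1.59, 18 of 19 below 0) and alpha V segments had a median of -0.89. Medians were -0.27 for iNKT development genes, -0.32 for TCR-signalled genes, -0.29 for cell cycle genes and -0.24 for glycolysis genes. Among 10000 random lists matched on expression, each of these medians lay at percentile 100, or at 0.7 or lower. The random lists were drawn gene by gene, so the percentiles do not allow for genes that vary together. With 1 library on each side they cannot tell genotype from other differences between the libraries. Innate-like effector genes had a median of 0.17, at percentile 67.3, and DP thymocyte genes -0.04, at 27.8. In all, 937 genes were at least 2-fold higher and 559 lower, led by genes extreme in few libraries. Efcab5 was listed at 14.80 against 1.05, with 8.99 in L-DKO replicate 2, and Rn18s-rs5 at 0 against 12.97.

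LP and the library labelled pTαKO were compared to ask what the loss of Id2 and Id3 does when pTα is also absent. Genes of iNKT development rose by a median of 0.38, with 28 of 31 above 0 (adjusted p = 1.13e-07, and adjusted p = 0.281 with an estimated correlation). Izumo1r was listed at 4.97 and 5.51 in LP against 0.81, Vdr at 3.49 and 3.79 against 0.21, and Zbtb16 at 1.74 and 2.44 against 0.02. TCR-signalled and post-selection genes rose by 0.38 (adjusted p = 1.09e-04, and adjusted p = 0.497 with an estimated correlation), with Klf2 2.61 ± 0.42 higher, glycolysis genes by 0.25 (adjusted p = 0.00875, and adjusted p = 0.497 with an estimated correlation) and follicular helper-like genes by 0.25 (adjusted p = 0.0409, and adjusted p = 0.497 with an estimated correlation). Myeloid markers fell by 2.04 (adjusted p = 1.28e-11, and adjusted p = 0.281 with an estimated correlation), with C1qc at 2.76 and 2.79 against 6.36. B cell markers fell by 1.16, interferon-stimulated genes by 0.31, cell cycle genes by 0.43 and histone genes by 0.44 (adjusted p = 0.0368, 0.0243, 6.28e-06 and 1.10e-04, and adjusted p = 0.497, 0.563, 0.563 and 0.497 with an estimated correlation). The B cell markers called lower within the list were H2-Aa, H2-Eb1 and Cd74, of MHC class II presentation, while Jchain lay 4.31 higher in LP. Innate-like effector genes had a median of 0.77 (adjusted p = 0.13) and beta segments -0.11 (adjusted p = 0.246). With adjustment over the list alone, 2 iNKT, 2 TCR-signalled and 1 follicular helper-like gene were higher, 9 myeloid genes and 1 histone gene were lower, and 1 B cell marker was higher and 3 lower.

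In LP versus pTaKO, without LP replicate 2, the B cell, follicular helper-like, glycolysis and interferon calls were lost (adjusted p = 0.09, 0.075, 0.0555 and 0.602), and the follicular helper-like call was lost without LP replicate 1, L-DKO replicate 1 or L-DKO replicate 2 (0.0691, 0.0566 and 0.0563) and the B cell call without L-DKO replicate 1 or 2 (0.0721 and 0.0824). Without LP replicate 1 the cell cycle median was -0.25 and the histone median -0.27. The histone gene Hist1h3h was listed at 0 and 10.13 in LP against 7.62 in the library labelled pTαKO. By gene, 9 were higher and 3 lower, with 747 under an unadjusted p of 0.05. The 9 higher genes were Rn18s-rs5, Yam1, Rnu1a1, AC034285.4, AC034285.2, Gm23804, Gm22634, Mirlet7i and Slc25a12. The entry kept for each was listed at 0 in the library labelled pTαKO, apart from AC034285.2, whose value there rounds to 0. These calls rest on a value at or near 0 in 1 library and are not read as effects of genotype. Rnu1a1 encodes a spliceosomal RNA, and Slc25a12 lost its call with a trend and robust settings. The lower ones included Tmcc3 (12.48 in that library against 4.19 and 4.11) and Dis3l2 (7.03, listed at 0 in LP in the entry kept). With entries of a symbol summed, 7 of the 12 genes passed, so a 0 in the kept entry need not hold for a whole gene. The count was 18 without LP replicate 2. Of the 12 genes, 7 passed without either L-DKO replicate, and 8 without either LP replicate or with no trend. At least 2-fold apart were 523 higher and 671 lower genes, and 69.2% did not overlap, against 66.7% by chance.

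The difference between the effect of Id2 and Id3 loss without and with pTα was tested as an interaction. Genes of iNKT development (median 0.25), TCR-signalled genes (0.28) and glycolysis genes (0.17) were higher in the interaction, and myeloid markers (-1.80), DN stage genes (-0.97) and interferon-stimulated genes (-0.56) lower. Adjusted p was 0.00109, 0.0025, 0.0309, 2.71e-09, 0.0196 and 0.0138 in that order, and adjusted p was 0.582, 0.743, 0.743, 0.582, 0.743 and 0.743 with an estimated correlation. Izumo1r had an interaction of 4.30 ± 0.65 and Ly6c1 of 4.19 ± 0.55, and neither passed over all genes. Within the list alone, 1 iNKT, 1 TCR-signalled and 2 glycolysis genes were higher, and 1 DN stage and 5 myeloid genes were lower. Innate-like effector genes had a median of 1.20 and missed the threshold (adjusted p = 0.138). By gene, Gm8730, Rn18s-rs5, AC034285.4, AC034285.2 and Yam1 were higher and Tmcc3 lower, 538 genes had an unadjusted p under 0.05, and all rest on 1 WT and 1 pTαKO library. For the interaction of Id loss and pTa loss, the DN stage call was lost without L-DKO replicate 1 or LP replicate 1 (adjusted p = 0.11 and 0.0705), the TCR-signalled call without LP replicate 1 (median 0.13, 0.0705), the interferon call without L-DKO replicate 2 or LP replicate 2 (medians -0.19 and -0.34, 0.0786 and 0.317), and the glycolysis call without L-DKO replicate 1, LP replicate 1 or LP replicate 2 (median 0.02 in the first, 0.223, 0.0705 and 0.0648). Of the genes called in the interaction, Gm8730 lost its call without any 1 of the L-DKO and LP libraries and with no trend, AC034285.2, AC034285.4 and Tmcc3 without either L-DKO replicate, AC034285.2 and Yam1 with no trend, and AC034285.2 with a pseudocount of 5 or quantile normalization (adjusted p from 0.0538 to 0.23 over these). Without LP replicate 1 the count was 14 and without LP replicate 2 it was 15.

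Genes that follow Zbtb16 across the 6 libraries were counted with the rule of the study, Pearson and Spearman coefficients of at least 0.7 in size. There were 413 positive and 422 negative genes among 12062. The positive ones held 4 of 31 iNKT development genes and 3 of 13 innate-like effector genes, and the negative ones 18 of 48 cell cycle genes and 13 of 101 alpha V segments. Of the 720 orders of the Zbtb16 values, 377 gave as many genes (exact permutation p = 0.524), with a median of 844 and a highest count of 2088. The libraries fall into genotypes and are not independent draws, so single coefficients are not given. Leaving out 1 library gave between 991 (without LP replicate 1) and 2217 (without pTαKO replicate 2), as 5 libraries reach the coefficients more easily.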

Values the study reported

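The study took genes with Pearson and Spearman coefficients of at least 0.7 over its samples as correlated with Zbtb16. It compiled an innate-like signature of 189 reference genes from public array data.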

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

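The tests of innate genes, TCR segments and Notch and DN stage genes given here, and the simulations with no difference, were chosen after the results were seen. The results listed first were singled out because the difference between LP and pTαKO differed from that between L-DKO and WT in the interaction test, which rests on 1 WT and 1 pTαKO library. For genes, the difference of the effects was 13.24 for Rn18s-rs5, 12.38 for AC034285.4, 11.59 for AC034285.2, 10.94 for Yam1, 4.75 for Gm8730 and -8.89 for Tmcc3. Rn18s-rs5, AC034285.4 and Yam1 were listed at 0 in the library labelled pTαKO, AC034285.2 had a value there that rounds to 0, and Tmcc3 was listed at 12.48 there and between 3.71 and 4.33 elsewhere. Gm8730 was listed at 3.90 and 4.00 in L-DKO and between 7.89 and 8.55 in the other libraries. In simulated data with no difference, up to 5 genes were called in the interaction, against these 6, and Gm8730, AC034285.2 and Yam1 lost their calls with no trend (adjusted p = 0.164, 0.164 and 0.0538). For lists, the median difference was 0.255 for iNKT development genes (25 of 31 above 0), 0.282 for TCR-signalled genes (26 of 40), 0.175 for glycolysis genes (13 of 18), -0.967 for DN and pre-TCR stage genes (13 of 18 below 0), -0.56 for interferon-stimulated genes (27 of 36) and -1.80 for myeloid markers (16 of 17). With an estimated correlation none of these lists passed (adjusted p = 0.582 for iNKT development genes and myeloid markers and 0.743 for the others).

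Innate-like effector genes were higher in LP than in L-DKO, and RNA of other cells may contribute. The study names Zbtb16, Gzma and Il2rb as enriched in LP from this same round of RNA-Seq, so the pattern is not independent of that report. For 7 members better known from T and NK cells (Zbtb16, Il2rb, Gzma, Prf1, Klrd1, Ctsw and Cd7), the median of LP minus pTαKO was 1.403 (7 of 7 above 0), while myeloid markers were lower in LP by that comparison (median -2.04), which argues against myeloid RNA, but with 1 pTαKO library it stays open. For Ccl5, Fcer1g, Tyrobp, Cd44, Id2 and Ly6c2, which myeloid cells also express, the median was -0.415 (5 of 6 below 0, median absolute deviation 0.449), which leaves myeloid RNA open. Without Id2, a targeted gene in LP, it was -0.42, although Id2 itself, at 1.92 and 0.995 in LP and 1.87 in pTαKO, does not show the deletion in this comparison. Gamma-delta T cells also remain a candidate source, since the gamma-delta list without innate members was higher in LP than in L-DKO by a median of 0.855 (13 of 18 above 0, median absolute deviation 0.844), although the sort excluded TCRγδ+ cells, and the genotype named by the labels is open as well.

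TCR alpha and beta V segments were lower in LP than in L-DKO. Dilution by cells outside the T lineage would lower the DP thymocyte genes as much. Their median was -0.062 (median absolute deviation 0.169), which argues against it. That list holds genes of T cells at large, such as Cd3e and Lck, so it cannot test DN thymocytes or gamma-delta T cells. Values at 0 are argued against by the 17 beta segments with at least 10 FPKM in every library, whose median was -1.558 (16 of 17 below 0), and for alpha V segments by the 85 of LP versus L-DKO with no library at 0, whose median was -1.04. The beta segments were also lower in the pTαKO library than in WT, by a median of -1.586, as the pTα genotype named by the labels would give, and this may be the source. It stays a hypothesis from 1 library against 1, and differences in mapping of V segments were not tested.

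Notch and DN stage genes were higher in LP than in L-DKO. DN thymocytes in the sorted cells could raise them, and the 13 members outside the Notch pathway had a median of 0.531, with 7 of 13 higher in both LP libraries, fewer than that explanation was set to need, so it cannot be told apart from a change within DP cells. RNA of B and myeloid cells also remains a candidate source, although the sort took CD4+ CD8+ cells. Myeloid markers (median 0.738, 16 of 17 above 0) and B cell markers (0.71, 8 of 9) were higher in the same comparison. Lyz2 was at 4.78 and 5.26 in LP against 3.19 and 3.72. The DN list was not higher in LP than in pTαKO (median -0.219, 13 of 18 below 0). Both groups carry the pTα label and pTαKO has 1 library, so this cannot tell such RNA from the pTα genotype or from DN thymocytes. Mef2c, Lmo2, Spi1, Spib, Cd44 and Vpreb1, which B or myeloid cells also express, had a median of 1.02 for LP minus L-DKO, against 0.071 for the other 7 members outside the Notch pathway. In the pTαKO library, Mef2c was listed at 0.30 (3.12 and 2.02 in LP) and Spib at 3.70 (3.14 and 3.82 in LP). The Notch pathway members Notch1, Notch3, Hes1, Dtx1 and Nrarp were higher in the pTαKO library than in WT by a median of 3.099 (4 of 5 above 0), as the pTα genotype named by the labels would give, and by 1.84 between LP and L-DKO and 0.23 between L-DKO and WT. The value for pTαKO and WT rests on 1 library against 1. DN thymocytes in the pTαKO library could give it too, so it cannot tell the genotype from that source.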

How the results depend on the processing

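The alternatives of the list tests and of the 2-fold counts, the list tests of LP with pTαKO and of the interaction, and the omission of genes at 0 were chosen after the data were seen. Over these alternatives and those chosen before, 4059 values of named genes kept their direction and side of the threshold, 58 fell below it, 37 came past it and 8 reversed, and of the list results counted 794 kept both, 121 fell below the threshold, 1 came past it and 20 reversed. This tally covers only part of the list results, since over all lists more than 1 came past the threshold in some alternatives. Where a cause is not given, the cause was not tested.

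Genes at least 2-fold apart numbered 322 (LP versus L-DKO), 392 (LP versus WT), 266 (L-DKO versus WT), 406 (LP versus pTaKO) and 573 (pTaKO versus WT) with a pseudocount of 5, which shrinks differences of low values, and 1366 for L-DKO versus WT with a pseudocount of 0.1. Genes past the threshold for LP versus L-DKO numbered 4 with upper quartile scaling, 4 with quantile normalization, 1 with no trend, 7 with trend and robust, and 14 with genes at 0 left out. For LP versus WT they numbered 1 with no trend and 4 with genes at 0 left out, for L-DKO versus WT 0 with no trend (limma, where 524 had an unadjusted p under 0.05 with the trend) and 3 with entries of a symbol summed, for LP versus pTaKO 7 with entries of a symbol summed and 2 with genes at 0 left out, and for the interaction 10 with a pseudocount of 5 and 3 with genes at 0 left out.

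Lists past the threshold numbered 0 with an estimated correlation in each of the 5 comparisons, and with fry 3 (LP versus L-DKO), 1 (LP versus WT), 0 (L-DKO versus WT), 2 (LP versus pTaKO) and 0 (interaction). For L-DKO versus WT 1 passed with a pseudocount of 5 and 1 with entries of a symbol summed. List tests that changed direction for LP versus L-DKO were cytokine genes (median 0.053 against a background of genes under 2-fold between L-DKO and WT, and -0.074 with a mean FPKM of at least 2), histone genes (0.002 with a pseudocount of 5, 0.038 with a mean FPKM of at least 2), iNKT development genes (-0.084 with a mean FPKM of at least 2), glycolysis genes (0.071 with quantile normalization) and erythroid markers (0.101 with the replicate block). For LP versus pTaKO B cell markers changed direction (0.165 against that background).

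Leaving out each library in turn leaves a lone sample in a group, assumed to vary like the other groups. Genes past the threshold then ranged from 2 to 12 (LP versus L-DKO), 3 to 14 (LP versus WT), 0 to 13 (L-DKO versus WT) and 4 to 15 (interaction), genes at least 2-fold apart from 1235 to 1663 (LP versus L-DKO) and 1080 to 1456 (L-DKO versus WT), where fewer libraries overlap less often, and lists past the threshold from 0 to 4 (L-DKO versus WT), 5 to 10 (LP versus pTaKO) and 3 to 6 (interaction). Genes correlated with Zbtb16 ranged from 991 to 2217. Differences ranged for LP versus L-DKO from -0.753 to 0.658 (Id3), -1.07 to 0.349 (Runx1) and -0.434 to 0.019 (Rag2), for Nsl1 from -0.442 to 7.052 (LP versus WT) and -1.078 to 7.052 (LP versus pTaKO), and for L-DKO versus WT from -1.088 to 7.862 (Cenph) and -0.474 to 5.669 (Tbc1d22b). List medians ranged for LP versus L-DKO from -0.145 to 0.289 (cytokine), -0.056 to 0.146 (survival), -0.071 to 0.059 (glycolysis), -0.127 to 0.218 (stromal), -0.469 to 0.52 (erythroid) and -0.27 to 0.107 (histone), and for L-DKO versus WT from -0.371 to 0.064 (cell cycle).

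A mean FPKM of at least 2 gives no count for Zbtb16, which that filter removes, and pTαKO replicate 1, with no column, was not run. Depth is not stated, so the precision of low values is not known.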

Other observations

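The tests near Ptcra and along the alpha locus were chosen before their results were seen, and the segments and genes described by library were chosen after. Some TCR segments had a higher mean in LP than in L-DKO. Trav15d-1-dv6d-1 was listed at 5.79 and 5.28 in LP, 1.91 and 3.41 in L-DKO, 2.58 in WT and 3.85 in the library labelled pTαKO, and LP minus L-DKO was 2.87 ± 0.56 (adjusted p = 0.285). Tcrg-V1, a gamma V segment, was listed at 2.41 and 2.96 in LP, at 0 in both L-DKO libraries, 2.53 in WT and 0.42 in pTαKO. Trav11, the V segment of the invariant iNKT receptor, was listed at 3.66 and 2.65 in LP, 2.65 and 0 in L-DKO, 1.99 in WT and 0.28 in pTαKO. The sort excluded TCRγδ+ cells, and V segments with near-identical copies share reads.

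Eif2s3y, a Y-linked gene, was listed at 6.01 in WT, 6.40 and 6.01 in L-DKO and 5.93 in LP replicate 1, and at 1.64 in pTαKO replicate 2 and 0.94 in LP replicate 2, and the labels do not give the sex. The sex-linked gene Ddx3y was low in the same libraries. A difference of sex therefore cannot be told apart from genotype where the pTαKO library is compared, and may also divide the LP libraries. The B cell and dendritic cell gene H2-Aa was listed at 5.84 in pTαKO replicate 2 and between 1.00 and 3.04 in the other 5 libraries.

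Genes near Ptcra were tested for larger differences, as a flanking chromosome of another strain carried with the targeted allele might give. For LP versus L-DKO, the median size of the difference over 106 genes within 10 Mb was 0.378, at percentile 95.7 of 10483 other windows. For LP versus WT and pTαKO versus WT, which the explanation also covers, the percentiles were 48.1 and 35.4, and the question stays open. That LP versus WT must also exceed the bound was added after the values were seen.

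Use of proximal or distal alpha V segments was tested along chromosome 14 (52427967 to 53876752) over 101 segments. For LP versus L-DKO, Spearman rho of position and difference was -0.054 (permutation p = 0.596), with Pearson -0.073, which argues against a trend of the size sought. For L-DKO versus WT rho was 0.18 (permutation p = 0.0719), with Pearson 0.159, and a trend may or may not be present. A margin for the error of rho was added to the bound after the values were seen. Segments of the locus are not independent of each other.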
